# Comparative Transcriptome Analysis Reveals Significant Differences in MicroRNA Expression and Their Target Genes between Adipose and Muscular Tissues in Cattle

**DOI:** 10.1371/journal.pone.0102142

**Published:** 2014-07-09

**Authors:** Jiajie Sun, Bowen Zhang, Xianyong Lan, Chunlei Zhang, Chuzhao Lei, Hong Chen

## Abstract

The posttranscriptional gene regulation mediated by microRNAs (miRNAs) plays an important role in various species. However, to date limited miRNAs have been reported between fat and muscle tissues in beef cattle. In this paper, 412 known and 22 novel miRNAs in backfat as well as 334 known and 10 novel miRNAs in longissimus thoracis were identified in the Chinese Qinchuan beef cattle. Bta-miR-199a-3p, -154c, -320a and -432 were expressed at higher levels in backfat tissue, while bta-miR-1, -133a, -206, and -378 were also significantly enriched in muscle tissue. Functional analysis revealed that fat-enriched miRNAs targeted *PRKAA1/2*, *PPARA* and *PPARG* genes to modulate lipid and fatty acid metabolism, and muscle-enriched miRNAs targeted *CSRP3* gene to present function involved in skeletal and muscular system development. The results obtained may help in the design of new selection strategies to improve beef quality.

## Introduction

miRNAs are single-strand RNA molecules of ∼22 nucleotides in length [1], which play a crucial role in developmental processes by regulating the expression of target transcripts [2]. To date, thousands of miRNAs have been discovered, and they have become one of the most abundant categories of gene regulatory molecules in mammalian species [3]. It is estimated that about 30% of all protein-coding genes are regulated by miRNAs [4].

The majorities of miRNAs are conserved across species and play essential roles in regulating many distinct processes. In myocyte proliferation and differentiation, miR-206 was the first miRNA showed to play an important role in skeletal muscle development by regulating the expression of connexin43 in C2C12 cells, a gap junction protein required for skeletal myoblast fusion [5]. In addition, the miR-206 gene is induced by MyoD, which promotes myogenic differentiation [6]. Bone Morphogenetic Protein-2 (BMP-2), which is known to inhibit myogenesis, represses the expression of miR-206 by inhibiting its maturation process [7]. MiR-1 and miR-133, as well as miR-206, are all muscle specific miRNAs [8]. MiR-1 and miR-133 have distinct roles in modulating skeletal muscle proliferation and differentiation in cultured myoblasts *in vitro* and in *Xenopus laevis* embryos *in vivo* [9]. Similarly, overexpression of miR-181 during muscle differentiation is important to promote myogenesis by down-regulating the homeobox protein Hox-A11, an inhibitor of muscle differentiation [10]. MiR-486 has also been shown to induce myoblast differentiation by down-regulating Paired-box-containing 7 (Pax7) [11], while MiR-27b regulates Paired-box-containing 3 (Pax3) protein levels and ensures myogenic differentiation [12]. In lipid and fatty acid metabolism, the first report suggested that miR-14 were involved in fat metabolism [13]. Deletion of mir-14 resulted in animals with increased levels of triacylglycerol and diacylglycerol, whereas increases in mir-14 copy number had the converse effect. Another earlier study demonstrated that miR-143 is involved in adipocyte differentiation and may act through target gene extracellular-regulated protein kinase 5 (*ERK5*) [14]. Furthermore, miR-8/miR-200 family promotes adipogenesis by inhibiting Wnt signaling, which is a negative regulator of adipogenesis [15]. So far, the miRNAs have been indentified to play crucial roles in muscle and adipose development, but the underlying mechanisms for the changes observed in these tissues remain largely unknown, which warrants further studies.

Despite the recognized importance of miRNAs in regulating gene expression, there has been little information about miRNAs expression in cattle. Recently, related studies presented in bovine species have been conducted to provide insight into the miRNAs population by investigating the characteristics, expression pattern and features of their target genes. For instance, 59 distinct miRNAs were identified from bovine adipose tissue and mammary gland [16]. Bta-mir424 and bta-mir-10b are highly abundant in germinal vesicle oocytes, as well as in early stage embryos (until 16-cell stage) [17]. MiR-196a is a bona fide negative regulator of the newborn ovary homeobox gene (*NOBOX*) during bovine early embryogenesis [18]. Expression of bovine nucleoplasmin 2 (*NPM2*) is temporally regulated during early embryogenesis by miR-181a [19]. Approximately 20% of the miRNAs involved in adipogenesis and lipid deposition were identified as being correlated with backfat thickness [1].

Given the emerging roles of miRNAs in fat and muscle development, identifying the expression pattern of miRNAs is an important step to investigating the function of miRNAs in the course of bovine muscle development and lipid metabolism and adipogenesis. In the present study, we therefore used Illumina sequencing technology to characterize the genome-wide miRNA expression profiles in Chinese Qinchuan bovine backfat and longissimus dorsi, and we sought to identify a panel of bovine miRNAs that could serve as novel biomarkers for cattle breeding programs.

## Materials and Methods

### Ethics statement

All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of Northwest A&F University and Meixian Qinbao Co., Ltd. All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering. The adult Qinchuan tissues were obtained from Meixian Qinbao Co., Ltd.

### Sample collection and RNA extraction

Qinchuan cattle are an outstanding traditional breed, known for its excellent beef production performance in China. Five adult Qinchuan cattle were randomly selected, and any two or more individuals with a traceable phylogenetic relationship were avoided in the sampling process. The adult Qinchuan backfat (AF) and longissimus dorsi (AM) were collected immediately after the animals were slaughtered, and were snap-frozen in liquid nitrogen until RNA extraction. Total RNA was extracted from the collected tissues using Trizol reagent (TaKaRa, Dalian, China). The RNA concentration and quality were further determined using the Agilent 2100 bioanalyzer (Agilent technologies, Santa Clara, CA, USA). The extracted RNAs from the same tissues were pooled prior to constructing the indexed libraries for Illumina sequencing technology (Beijing Genomics Institute, China).

### Small RNA sequence analysis

After clearing away the 3′ adaptor sequence, removal of redundancy and reads smaller than 18 nt, the clean reads were screened against and mapped to the latest bovine genome assembly (BosTau6, http://hgdownload.cse.ucsc.edu/goldenPath/bosTau6/bigZips/bosTau6.fa.gz) using the program SOAP [20]. To identify sequences originating from protein-coding genes, repeats, rRNA, tRNA, snRNA, and snoRNA, we used bovine mRNA (http://hgdownload.cse.ucsc.edu/goldenPath/bosTau6/database/refGene.txt.gz) and CDS (http://hgdownload.cse.ucsc.edu/goldenPath/bosTau6/bigZips/refMrna.fa.gz), RepeatMasker (http://www.repeatmasker.org) and Rfam data (v 10.1). Subsequently, the remaining reads were searched against the miRBase (version 19.0) to identify the conserved miRNAs. Only those small RNAs whose mature and precursor sequences perfectly matched known bovine miRNAs in miRBase were considered to be conserved miRNAs. To discover potential novel miRNA precursor sequences, unique sequences that have more than 10 hits to the bovine genome or match to other non-coding RNAs were removed. Then the flanking sequences (150 nt upstream and downstream) of each unique sequence were extracted for secondary structure analysis with Mfold (http://www.bioinfo.rpi.edu/applications/mfold) and then evaluated by Mireap (http://sourceforge.net/projects/mireap/). Those sequences residing in the stem region of the stem-loop structure and ranging between 20–22 nt with free energy hybridization lower than −20 kcal/mol were considered as novel miRNAs [21]. The filtered small RNA sequencing data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/projects/geo/) under accession number GSE48569.

### MicroRNA expression analysis

Comparison of the known miRNAs expression between AF and AM was conducted to find out the tissue-enriched miRNAs. The procedures were shown as below: (1) Normalize the expression of miRNAs in AF and AM. Normalized expression (NE) = actual miRNA count/total count of clean reads. (2) Calculate fold-change and P-value from the normalized expression. Fold-change formula: Fold_change = log2 (AF NE/AM NE). P-value formula:
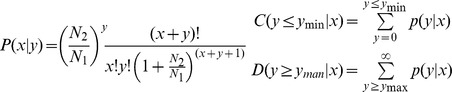
The x and y represented normalized expression levels, and the N1 and N2 represented total count of clean reads of a given miRNA in small RNA libraries of the AF and AM tissues, respectively. Stem-loop real-time reverse transcription polymerase chain reaction (RT-PCR) with SYBR Green was used for the validation of miRNA expression [22]. The bovine ribosomal protein S18 (RPS18) (GenBank NO. NM_001033614.1) gene was used as an endogenous control. The primers of tested miRNAs and the control gene were listed in Table S1. All reactions were carried out in triplicate. Analysis of relative miRNA expression data was used by the 2^−ΔΔCt^ method.

### Target gene prediction

A search for miRNA target genes was performed using the RNAhybrid software (http://bibiserv.techfak.uni-bielefeld.de/rnahybrid) and the rules used for target prediction from six aspects as followed: (1)No more than four mismatches between sRNA & target (G-U bases count as 0.5 mismatches); (2)No more than two adjacent mismatches in the miRNA/target duplex; (3)No adjacent mismatches in positions 2∼12 of the miRNA/target duplex (5′ of miRNAs); (4)No mismatches in positions 10 and 11 of miRNA/target duplex; (5)No more than 2.5 mismatches in positions 1∼12 of the miRNA/target duplex (5′ of miRNAs); (6)Minimum free energy (MFE) of the miRNA/target duplex should be more than or be equal to 75% of the MFE of the miRNA bound to it's perfect complement.

## Results

### Deep sequencing of bovine short RNAs

In order to identify novel and differentially expressed miRNAs between Qinchuan bovine AF and AM, two small RNA libraries were constructed for Illumina sequencing technology, and each library was pooled by five replicates. 

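The deposited data for this comparison are the number of reads counted on each known bovine miRNA in the AF library (adult backfat) and in the AM library (adult longissimus muscle). RNA from 5 animals was pooled for each tissue, and the sample labels give an age of 2 years. Each tissue therefore has 1 library and no replicates, so that the variation between animals could not be measured and only the sampling noise of the read counts is known. The authors removed the adaptors and reads shorter than 18 nt, mapped the clean reads to the bovine genome with SOAP, set aside reads from other RNA classes and matched the rest to the mature miRNAs and precursors of miRBase. The counts were deposited without normalization. Both libraries list the same 755 miRNA names. The counts sum to 6858465 reads in the AF library and 11756548 reads in the AM library, while the paper's clean reads (Table S2) are 14244946 and 13558164. Normalized expression was computed after the methods of the paper, as the count of a miRNA per 1000000 clean reads. A read that matches several names can be counted under each of them, so miRNAs of 1 family, such as the let-7 miRNAs, are not fully separate measurements. The log2 ratio of AF to AM was tested with the exact Audic-Claverie test, for miRNAs with at least 10 reads in both libraries. The methods of the paper give a p-value formula without naming the test. A miRNA was called AF-enriched or AM-enriched when its p-value was under 0.05 and its absolute log2 ratio over 1. Where p-values were too small to be written out, their log10 is given. At this depth 3 reads, taken as the smallest count that shows a miRNA, correspond to 0.211 reads per 1000000 clean reads in AF and 0.221 in AM. The choice of the total used for scaling matters here, because bta-miR-1 alone holds 83.4% of the miRNA reads of the AM library and 1.30% of those of the AF library. Scaling by the total miRNA count raised every log2(AF/AM) by 0.849, and median-of-ratios size factors moved every value by -2.00.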

Sequencing provided a total of 14,373,930 and 13,641,806 reads of 18 nt–30 nt from AF and AM libraries, respectively. After removing the low quality, adaptor and insufficiently tags, a total of 14,244,946 and 13,558,164 clean reads were ultimately obtained (Table S2). The unique and total reads of common and tissue-specific small RNA tags in the two libraries were shown in Figure 1. The AF-specific unique sequences accounted for 81.21% of all sequencing reads and 13.43% in the AM library, respectively (Figure 1A). The percentages of the AF-specific and AM-specific sequences were 9.46% and 0.77% of the total small RNAs in the two libraries (Figure 1B). Length distribution analysis showed that most reads ranged from 21 to 23 nt. The percentage of the 22 nt reads in the total reads was 47.42% for the AF group and 81.86% for the AM group (Figure 2).

**Figure 1:**
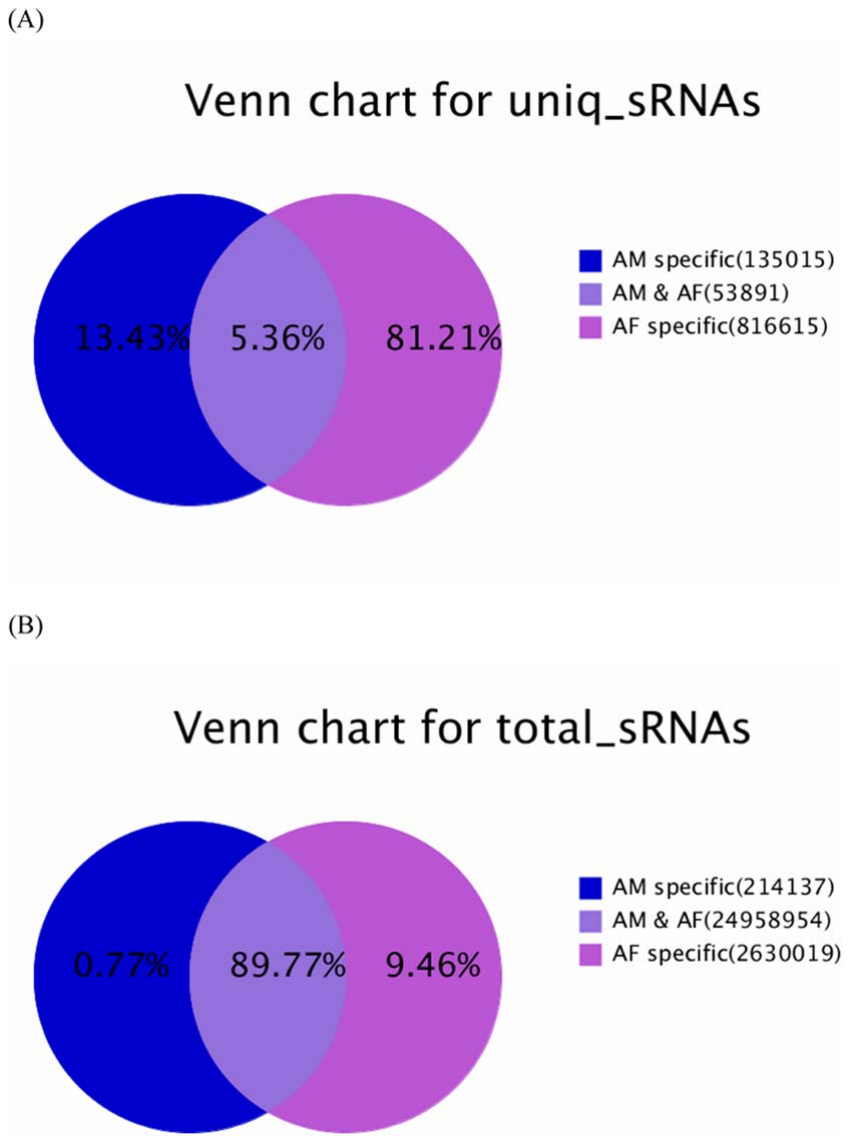
Summary of the common and specific tags of two samples, including the summary of unique tags (A) and total tags (B).

**Figure 2:**
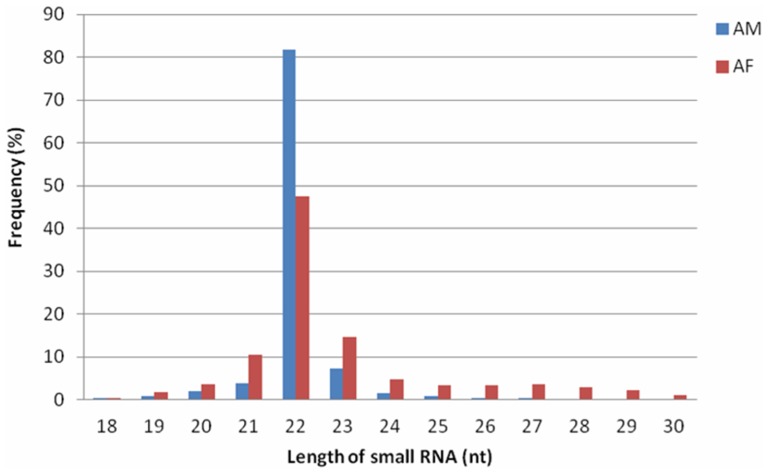
Length distribution of small RNAs in AF and AM libraries.

Next, all of the sequencing reads were aligned against the bovine genome (Btau_6.0) using the SOAP Program [20]. 9,690,034 reads were matched to the bovine genome in the AF library (250,668 unique sRNAs) and a total of 12,239,842 reads were presented in the AM library (100,581 unique sRNAs), respectively. Subsequently, the genome-matched small RNA sequences were clustered into several RNA classes such as known miRNAs, degraded fragments of mRNAs, repeats, rRNA, tRNA, snRNA/snoRNA and others (Table S3). Known miRNAs accounted for 47.89% of all sequencing reads in the AF library and 86.69% in the AM library, suggesting that mature miRNAs were highly enriched in our small RNA libraries. 

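In the deposited counts, the sum over known miRNA names was 48.1% of the clean reads of the AF library (95% Wilson interval 48.1 to 48.2%, 6858465 against 14244946 reads). In the AM library it was 86.7% (86.7 to 86.7%, 11756548 against 13558164 reads, no replicates in either tissue). The intervals do not overlap, but they cover the sampling of reads only. They leave out reads counted under more than 1 name, which can raise the sums above the paper's 47.89% and 86.69%. A single miRNA accounted for most of the known miRNA reads in the AM library. Without bta-miR-1, known miRNAs held 14.4% of the AM clean reads and 47.5% of the AF clean reads. In AF, the let-7 miRNAs were the largest part, with 39.7% of the clean reads (39.7 to 39.7%), against 6.91% (6.89 to 6.92%) in AM. The other known miRNAs, apart from bta-miR-1, bta-miR-206 and the let-7 miRNAs, made up 7.63% of the AF and 1.71% of the AM clean reads. From the share of known miRNAs in the reads, the paper proposes that mature miRNAs were enriched in both libraries.

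**Figure D1:**
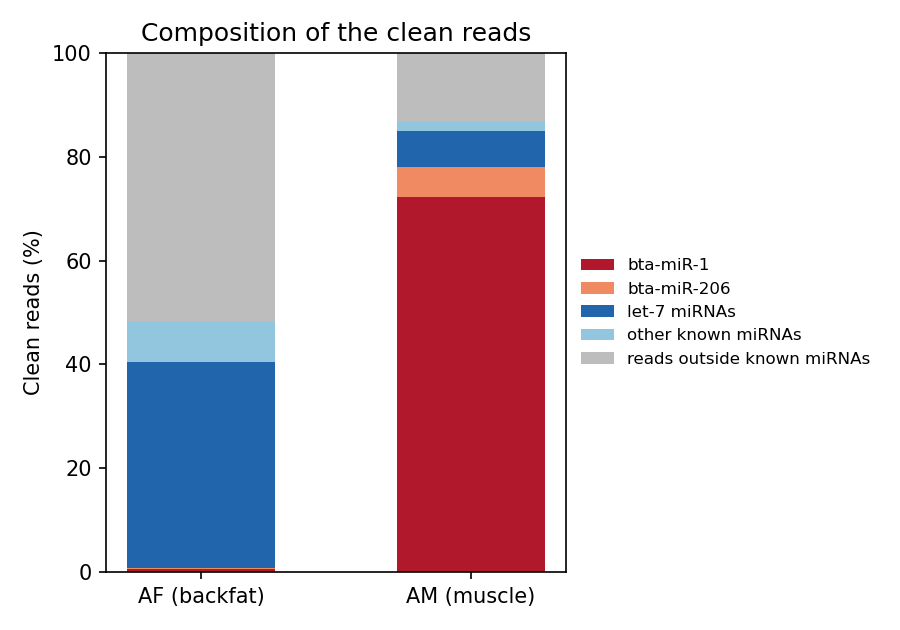
Percentage of the clean reads of each library held by bta-miR-1, bta-miR-206, the let-7 miRNAs, the other known miRNAs and reads outside known miRNAs, 1 pooled library per bar without error bars. bta-miR-1 fills 72.3% of the AM bar and 0.625% of the AF bar.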

However, after analyzing the number of unique sequences, the proportion of small RNA sequences derived from known miRNAs represented only a very small fraction of the total number (0.44% and 1.39% in the AF and AM libraries). The highest fraction of unique sequences (64.46% and 49.33% in the two libraries) was unclassified small RNA sequences, which probably included novel miRNA candidates and other classes of regulatory RNAs.

### Identification of conserved bovine miRNAs

To identify conserved miRNAs in our dataset, all small RNA sequences with a length of 18–30 nucleotides were searched with Blastn against the known bovine mature miRNAs and their precursors in the miRNA database miRBase (http://www.mirbase.org). 3,857 unique sequences (6,821,393 reads) were annotated as miRNA candidates in the AF library as well as 2,630 unique sequences (11,753,618 reads) in the AM library (Figure 3). 

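Summed over names, the deposited counts hold 6858465 reads in the AF library and 11756548 reads in the AM library. These sums can exceed the number of annotated reads because a read may be counted under more than 1 name. The 5 most abundant names held 81.6% of the miRNA reads in AF and 96.8% in AM. In AF these were bta-let-7a-5p with 1636370 reads, bta-let-7f with 1566366, bta-let-7c with 1145565, bta-let-7b with 985216 and bta-miR-199a-3p with 260952. In AM they were bta-miR-1 with 9799576 reads, bta-miR-206 with 788710, bta-let-7f with 326934, bta-let-7a-5p with 300742 and bta-let-7b with 167621. The let-7 miRNAs differ from each other at few positions, so reads could be shared among them. Together the let-7 names took 82.4% of the AF miRNA reads (5653205 reads) and 7.97% of the AM miRNA reads (936436 reads).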

The miRNA candidates were then clustered into 412 and 334 categories corresponding to 442 and 361 independent genomic loci in the two libraries according to sequence similarity (Table 1), and only sequences with more than 10 reads in both libraries were shown (Table S4). 

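Of the 755 names listed, 412 had at least 1 read in the AF library and 334 in the AM library (no replicates). Both libraries shared 302 names, 110 were detected in AF only and 32 in AM only. The names found in 1 library only had few reads, with a median of 2 reads for the AF-only names and 1 read for the AM-only names, and at most 189 and 90 reads. A total of 27 AF-only names and 2 AM-only names reached 10 reads. Names with a single read numbered 54 in AF and 59 in AM. At least 10 reads in both libraries were found for 178 names, another 90 names reached 10 reads in AF only and 10 names in AM only. The minimum number of reads changed the counts of detected names most: at least 10 reads left 268 names in AF and 188 in AM.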

Each category included multiple homologs, which differed in sequence length by only 1∼5 nucleotides. Such homologous sequences with different lengths are thought to be variants produced by various biochemical modifications and by imprecise processing of primary or precursor miRNAs by Drosha and Dicer enzymes.

**Figure 3:**
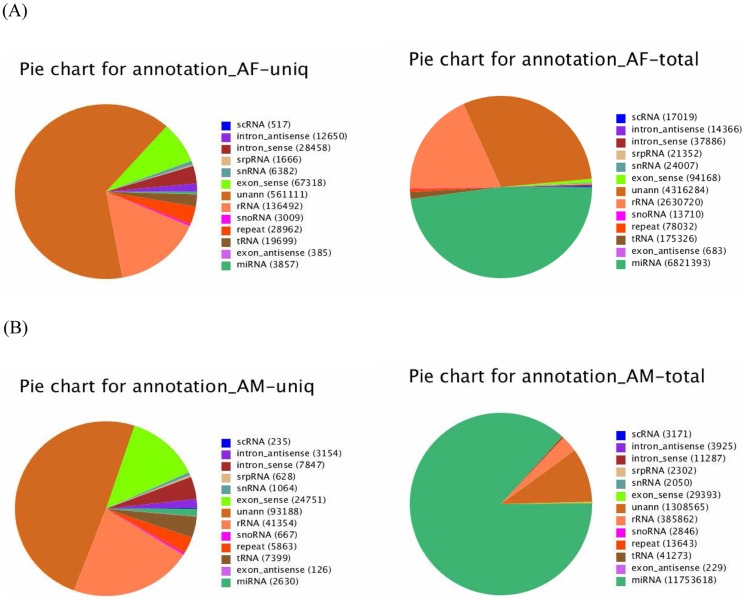
Distribution of the genome-mapped sequence reads in AF (A) and AM (B) small RNA libraries.

**Table 1:** Summary of known miRNA in each sample.

	miR	miR-5p	miR-3p	pre-miRs	Unique matched to pre-miRs	Read matched to pre-miRs
Known miRs	598	79	78	766		
AF library	328	40	44	442	3926	6821671
AM library	261	38	35	361	2661	11753705

The expression profiles of each miRNAs between the two libraries were demonstrated in Figure 4A and Table S4. The results showed that 173 miRNAs at the expressed levels >10 reads consisted of 33 up-expressed miRNAs and 140 down-expressed miRNAs. 

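With at least 10 reads in both libraries, 178 names entered the comparison, of which 37 had a higher normalized expression in AM and 141 in AF (no replicates). The 173 miRNAs of Table S4 were all among them and had the same read counts in both libraries. The 5 further names had 11 or 12 reads in each library, and 4 of these 5 carried identical counts. More than 10 reads in both libraries were found for 174 names, 36 of them higher in AM and 138 in AF. Direction alone makes no allowance for sampling noise. In 12 of the 178 names the exact Audic-Claverie test gave a p-value of 0.05 or more, so their direction could not be resolved by the read counts. The median log2(AF/AM) was 2.00, with quartiles of 0.369 and 2.84, so that a typical miRNA was 4.00 times higher in AF after scaling by clean reads. The sampling standard error of a log2 ratio ranged from 0.00277 to 0.602, with a median of 0.142. The split between the tissues depended on the scaling. With median-of-ratios size factors, which place the median log2 ratio of the 178 names at 0, each tissue had 89 higher miRNAs, and scaling by the total miRNA count without bta-miR-1 gave 101 higher in AF and 77 higher in AM.

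**Figure D2:**
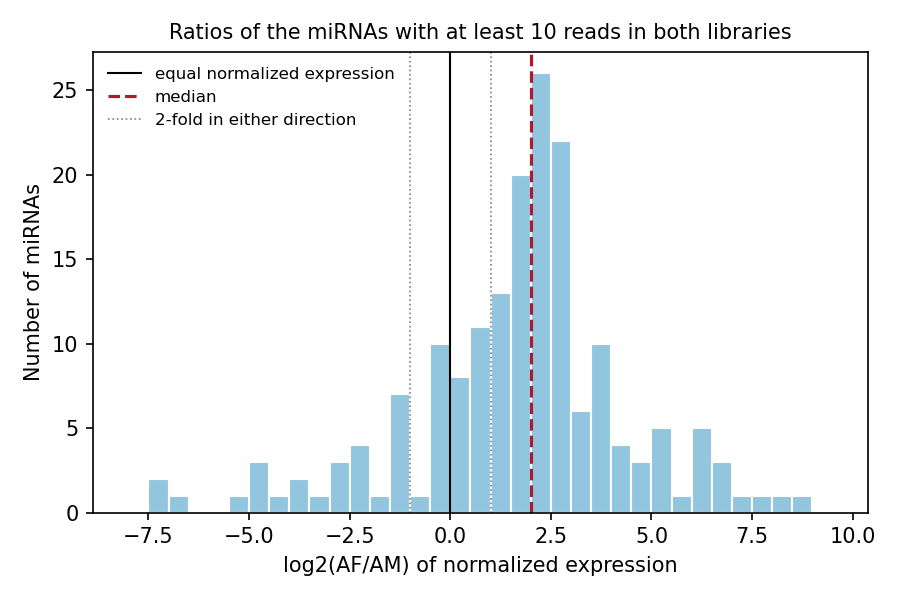
Histogram of log2(AF/AM) of the normalized expression (reads per 1000000 clean reads) for the 178 names with at least 10 reads in both libraries, in bins of 0.5. The solid line marks equal expression, the dotted lines a 2-fold difference and the dashed line the median of 2.00; most names lie to the right of the solid line.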

Some miRNAs were significantly differentially expressed between the two libraries. 

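By the exact Audic-Claverie test, with a p-value under 0.05 and an absolute log2 ratio over 1, 122 miRNAs were AF-enriched and 26 were AM-enriched among the 178 compared, and the other 30 had an absolute log2 ratio of at most 1. Of these 30, 12 also had a p-value of 0.05 or more. All miRNAs with an absolute log2 ratio over 1 also had a p-value under 0.05, so at these depths the ratio threshold decided the calls. The ratio was over 3 on the log2 scale in favour of AF for 41 miRNAs, and 11 were at least as far in the direction of AM. The largest ratios in AF were those of bta-miR-452 (6914 reads in AF and 13 in AM), with a log2(AF/AM) of 8.98 (sampling standard error 0.401), bta-miR-424-5p (8417 and 25 reads) with 8.32 (0.289) and bta-miR-503-5p (12140 and 51 reads) with 7.82 (0.202). In AM they were those of bta-miR-133a with -7.29 (0.128), bta-miR-133b with -7.18 (0.264) and bta-miR-1 with -6.85 (0.00486). bta-miR-133a and bta-miR-133b are close relatives, between which reads could be shared. The test takes no account of variation between animals. When a coefficient of variation of 0.4 between libraries was assumed in edgeR's exact test, with Benjamini-Hochberg adjustment, 91 miRNAs remained AF-enriched and 18 AM-enriched. The assumed value applies to libraries of pooled RNA and is not the variation between single animals. The scaling that moved the calls most was the median-of-ratios size factors, which gave 41 AF-enriched and 56 AM-enriched miRNAs.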

For example, bta-miR-154c, -199a-3p, -320a and -432 were identified to be high expressed in bovine backfat, in contrast with the patterns shown by bta-miR-1, -133a, -378 and -206 in bovine muscle tissue. 

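All 8 miRNAs passed both thresholds (1 library per tissue, no replicates). On the AF side, bta-miR-432 had the largest log2(AF/AM), 6.92 (sampling standard error 0.0927), followed by bta-miR-154c with 6.16 (0.0363), bta-miR-199a-3p with 5.12 (0.0173) and bta-miR-320a with 3.82 (0.0195). On the AM side, bta-miR-133a reached -7.29 (0.128), bta-miR-1 -6.85 (0.00486), bta-miR-206 -4.85 (0.00867) and bta-miR-378 -3.56 (0.0320). Each ratio was many times its sampling error. The log10 of p by the exact Audic-Claverie test ranged from -5080 for bta-miR-378 to -2861610 for bta-miR-1, values that reflect the very high counts. With an assumed coefficient of variation of 0.4 between libraries, the largest adjusted p of the 8 by edgeR's exact test with Benjamini-Hochberg adjustment was 4.6e-04, for bta-miR-378. All 8 kept their direction and stayed past both thresholds in each of the 5 alternatives tried. The closest to the threshold was bta-miR-320a, whose log2(AF/AM) was 1.82 with median-of-ratios size factors. From these opposite patterns the paper proposes that the miRNAs enriched in each tissue may affect the development of fat or muscle.

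**Figure D3:**
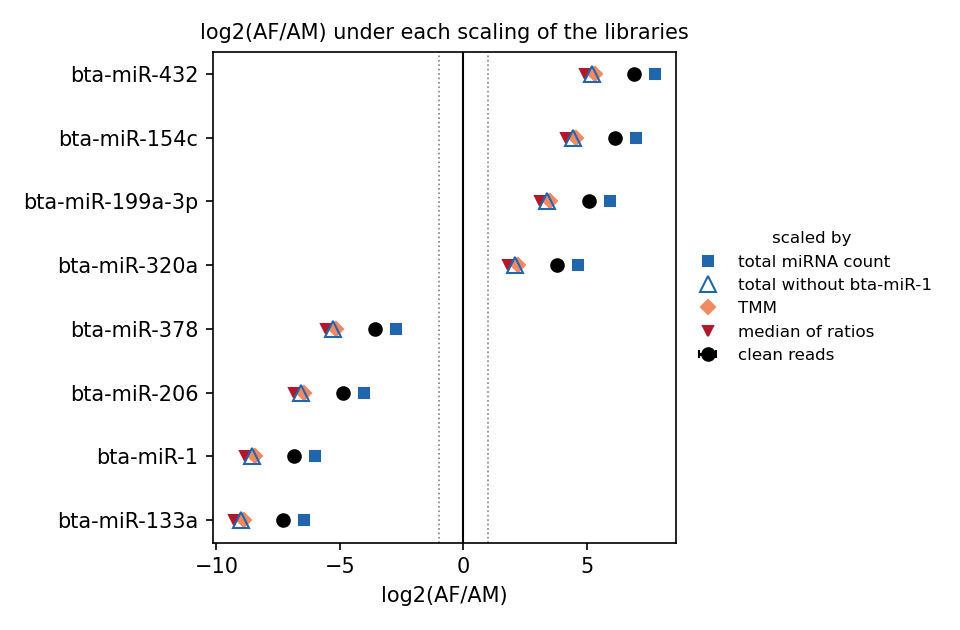
log2(AF/AM) of the 8 miRNAs with the libraries scaled by clean reads, by the total miRNA count, by the total without bta-miR-1, by TMM and by the median of ratios. Error bars on the clean-read points are sampling standard errors, mostly smaller than the points, and the dotted lines mark a log2 ratio of 1 in each direction. Every point of bta-miR-432, bta-miR-154c, bta-miR-199a-3p and bta-miR-320a lies to the right of 1, and every point of bta-miR-378, bta-miR-206, bta-miR-1 and bta-miR-133a to the left of -1.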

This suggested that these tissue-enriched miRNAs might affect the development of fat and/or muscle tissue.

**Figure 4:**
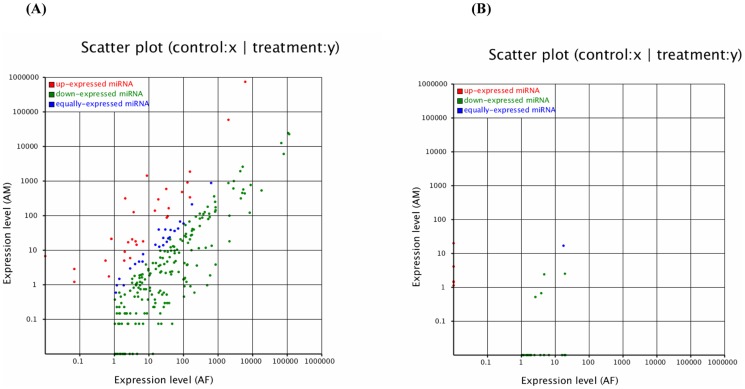
The differential expression of bovine conserved (A) and novel (B) miRNAs between AF and AM tissue were shown. Note: Expression level (AF): Expression level of adult bovine backfat tissue; Expression level (AM): Expression level of adult bovine muscle tissue. Each point in the figure represents a miRNA. Red points represent miRNAs with a fold change >2, blue points represent miRNAs with 1/2<fold change ≤2, green points represent miRNAs with fold change ≤1/2.

### Validation of tissue-enriched miRNAs

For validation and identification of tissue-enriched miRNAs in Qinchuan cattle, stem-loop qPCR [22] analysis of miRNA expression was performed in adult skeletal muscle, heart, liver, lung, kidney, brain, intestines, fat and spleen. In the present study, we picked out 8 significantly highly expressed miRNAs compared between AF and AM libraries, including bta-miR-199a-3p, -154c, -320a and -432 in backfat library and bta-miR-1, -133a, -206, and -378 in muscle library. 

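Ordered by reads among the 122 AF-enriched miRNAs, bta-miR-199a-3p stood 5th, after the let-7 miRNAs bta-let-7a-5p, -7f, -7c and -7b, with bta-miR-154c 7th, bta-miR-320a 8th and bta-miR-432 16th. Ordered by log2(AF/AM), they stood 15th, 11th, 28th and 6th. Which miRNAs belong to the AF-enriched set depends on the scaling. With median-of-ratios size factors bta-let-7a-5p, -7f and -7b had a log2(AF/AM) of 0.374, 0.190 and 0.485, under the threshold of 1. With 1.76, bta-let-7c stayed above it. Among the 26 AM-enriched miRNAs, bta-miR-1, bta-miR-206, bta-miR-378 and bta-miR-133a were the 4 most abundant, in that order, and their ranks by ratio were 3, 5, 10 and 1. The ranks of abundance rest on gaps far larger than the sampling noise (bta-miR-154c had 120128 reads and bta-miR-320a 86405), with 1 pooled library and no replicates per tissue. The order of the ratios is the same under every scaling tried, since a scaling moves all log2 ratios by the same amount: with TMM, for example, the log2(AF/AM) of the 4 AF-enriched miRNAs was 3.52, 4.56, 2.22 and 5.33.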

The comparison between qPCR and deep sequencing showed that they were showing the same trends for all selected miRNAs. Comparison of miRNA expression profiles among tissues revealed that miR-154c in fat, and miRNA-1, miRNA-133 and miRNA-206 in muscle-related tissue or organs (skeletal muscle, heart) were specially expressed (Figure 5).

**Figure 5:**
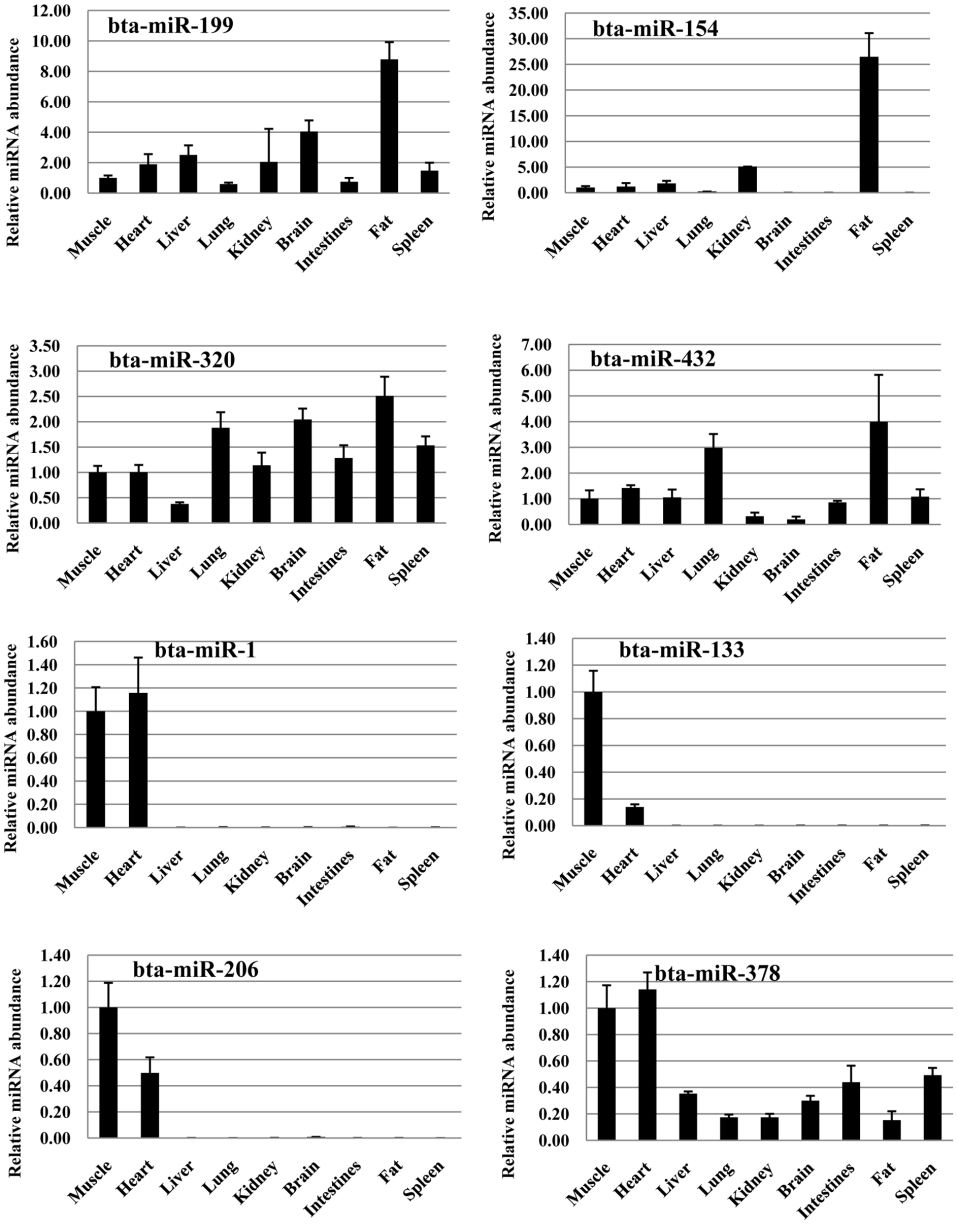
The expression of miRNAs in bovine different tissues were detected by RT-qPCR.

### Identification of novel bovine miRNAs

The characteristic hairpin structure of miRNA precursor can be used to predict novel miRNAs. We used a prediction software Mireap (http://sourceforge.net/projects/mireap/) to predict novel miRNA by exploring the secondary structure, the Dicer cleavage site and the minimum free energy of the unannotated small RNA tags which could be mapped to genome. Based on sequencing, we identified 27 novel bovine miRNAs, which corresponded to 39 genomic loci. A total of 22 miRNAs were in AF library and 10 were in AM library, of which 5 overlapped in both libraries (Table S5A). In addition, an examination of pre-miRNAs and other RNAs (tRNA, rRNA, and mRNA) revealed that miRNAs were significantly different from other RNAs [23]. In detail, more than 90% of miRNA precursors have a Minimal folding free energy indexs (MFEI) greater than 0.85, significantly higher than tRNAs (0.64), rRNAs (0.59), or mRNAs (0.65). The results suggested that the MFEI can easily be used to distinguish miRNA from other non-coding and coding RNAs. This provides a more precise criterion to predict miRNAs using computational approaches, and in our database 19 pre-miRNAs had a MFEI greater than 0.85. In addition, the expression profiles of the novel miRNA candidates by measuring the sequencing frequencies were showed in Figure 4B and Table S5B, and the results showed 27 novel miRNAs consisted of 5 up-expressed and 22 down-expressed miRNAs.

### Prediction of target genes

After the discovery of hundreds of miRNAs in AF and/or AM libraries, some miRNAs appeared to be expressed nearly in two tissues and others were specifically expressed at high numbers in one tissue. 

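Among the 178 names with at least 10 reads in both libraries, 30 had an absolute log2 ratio of at most 1, and 18 of these of at most 0.5, so that their normalized expression was within 2-fold between AF and AM (no replicates). The reads of the 2 libraries were related across these names, with a Spearman rho of 0.649, which is a relation across miRNAs and not across independent samples. Detection in a single tissue concerned miRNAs with few reads. Of the 110 AF-only names 27 had at least 10 reads, and the most abundant had 189, while the 2 AM-only names with at least 10 reads had at most 90. The miRNAs with high numbers in 1 tissue were also counted in the other: bta-miR-1, with 9799576 reads in AM, had 89060 reads in AF and was the 8th most abundant there. Another scaling changes which miRNAs count as equal. With median-of-ratios size factors 41 miRNAs were AF-enriched and 56 AM-enriched, in place of 122 and 26 when scaled by clean reads.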

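The deposited counts of the 4 backfat miRNAs, taken from 1 pooled library per tissue (no replicates), were as follows. bta-miR-154c (AGAUAUUGCACGGUUGAUCUCU, 22 nt) had 120128 reads in AF, or 0.843% of the clean reads (95% Wilson interval 0.839 to 0.848%), and 1601 reads in AM, or 0.0118% (0.0112 to 0.0124%). bta-miR-199a-3p (ACAGUAGUCUGCACAUUGGUUA, 22 nt) had 260952 reads in AF (1.83%, interval 1.82 to 1.84%) and 7158 in AM (0.0528%, 0.0516 to 0.0540%). For bta-miR-320a (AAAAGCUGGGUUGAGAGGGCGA, 22 nt) the numbers were 86405 reads in AF (0.607%, 0.603 to 0.611%) and 5832 in AM (0.0430%, 0.0419 to 0.0441%). For bta-miR-432 (UCUUGGAGUAGGUCAUUGGGUGG, 23 nt) they were 31136 reads in AF (0.219%, 0.216 to 0.221%) and 244 in AM (0.00180%, 0.00159 to 0.00204%). The sequences are those of the paper's target tables. In no case did the intervals of AF and AM overlap. The lowest ratio of AF to AM was 14.1 (95% sampling interval 13.7 to 14.5), for bta-miR-320a, and the highest was 121 (107 to 138), for bta-miR-432. With median-of-ratios size factors these ratios became 3.53 and 30.4.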

Remarkably, bta-miR-154c, bta-miR-199a-3p, bta-miR-320a and bta-miR-432 had a high number with 120128, 260952, 86405 and 31136 reads in AF library compared to 1601, 7158, 5832 and 244 reads in AM library, respectively. 

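In the muscle library the order was reversed. bta-miR-1 had 9799576 reads in AM, or 72.3% of the clean reads (95% Wilson interval 72.3 to 72.3%), and 89060 reads in AF, or 0.625% (0.621 to 0.629%; 1 pooled library per tissue, no replicates). bta-miR-133a had 18927 reads in AM (0.140%, 0.138 to 0.142%) and 127 in AF (8.9e-04%, 7.5e-04 to 1.06e-03%). bta-miR-378 (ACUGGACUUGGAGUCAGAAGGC, 22 nt) had 24882 reads in AM (0.184%, 0.181 to 0.186%) and 2209 in AF (0.0155%, 0.0149 to 0.0162%). bta-miR-206 had 788710 reads in AM (5.82%, 5.80 to 5.83%) and 28690 in AF (0.201%, 0.199 to 0.204%). The ratio of AM to AF was 157 for bta-miR-133a (95% sampling interval 132 to 186), 116 for bta-miR-1 (115 to 116), 28.9 for bta-miR-206 (28.5 to 29.2) and 11.8 for bta-miR-378 (11.3 to 12.4). The interval of bta-miR-133a is the widest because of its 127 reads in AF. Scaled by the total miRNA count, which includes bta-miR-1 itself, the ratio of bta-miR-1 fell to 64.2, and with median-of-ratios size factors it was 462.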

The contrastive patterns were shown by bta-miR-1, bta-miR-133a, bta-miR-378 and bta-miR-206 with 9799576, 18927, 24882 and 788710 reads in AM library as opposed to 89060, 127, 2209 and 28690 reads in AF library. In addition, stem-loop qPCR analysis also indicated that these miRNAs were fat/muscle-enriched compared to miRNAs expression in other tissues. 

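The AF-enriched and AM-enriched miRNAs also differed in how they filled the libraries. The 4 AF-enriched miRNAs held 3.80% (bta-miR-199a-3p), 1.75% (bta-miR-154c), 1.26% (bta-miR-320a) and 0.454% (bta-miR-432) of the AF miRNA reads. In AM, bta-miR-1 held 83.4% and bta-miR-206 6.71% of the miRNA reads, but bta-miR-378 and bta-miR-133a only 0.212% and 0.161% (1 pooled library per tissue, no replicates). The direction of all 8 was the same under each scaling; the largest movement was in the size of the difference, with a log2(AF/AM) of bta-miR-133a from -7.29 with clean reads to -9.29 with median-of-ratios size factors. From these patterns the paper proposes that tissue-enriched miRNAs may have roles in the tissue where they are abundant.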

The different expression patterns indicated that tissue-enriched miRNAs maybe have certain roles in the respective tissues. We therefore could postulate that bta-miR-154c, -199a-3p, -320a and -432 may influence lipid metabolism and adipogenesis in backfat tissue, and bta-miR-1, -133a, -378 and -206 may contribute to the regulation of muscle growth and phenotype. To identify the potential function of these miRNAs, target prediction was performed using RNAhybrid software (http://bibiserv.techfak.uni-bielefeld.de/rnahybrid). A total of 1109, 2024, 1937, 1693 and 1709 putative target sites for bta-miR-154c, -199a-3p, -320a, -432 and -378 in the present paper were identified (Table S6A, S7A, S8A, S9A and S10A), respectively. Next, all the target gene candidates were submitted for homology and annotation searches and Gene Ontology (GO) annotation using an online version of the Blast2GO program (www.Blast2GO.com). In total, 1109, 2024, 1937 and 1693 target sites of AF-enriched miR-154c, -199a-3p, -320a and -432 were annotated with 1380, 1300, 1793 and 708 GO terms (Table S6B, S7B, S8B and S9B), and 1709 GO terms (Table S10B) were associated to 1709 target sites of AM-enriched miR-378 in the Non-Redundant database. The distributions of GO term categories for the target genes of bta-miR-154c, -199a-3p, -320a, -432 and -378 were highly similar (Table S11). The biological functions identified by the Blast2GO program included categories related to a wide variety of physiological and biological events, such as cellular processes, metabolic processes, biological regulation, responses to stimulus, and multicellular organismal processes. Further analyses revealed that 370 AF-specific miRNA target genes relating to lipid metabolism and adipogenesis were annotated with 28 bta-miR-154c GO terms (Table S6C), 28 bta-miR-199a-3p GO terms (Table S7C), 47 bta-miR-320a GO terms (Table S8C) and 15 bta-miR-432 GO terms (Table S9C), respectively. And 61 target sites of AM-enriched bta-miR-378 were annotated within 27 GO terms (Table S10C).

Then, 370 AF-specific (Table S12A) and 61 AM-specific (Table S12B) target genes were investigated using Ingenuity Pathways Analysis software (IPA, www.ingenuity.com). Finally, the AF-specific genes were mapped to 25 genetic networks (Table S13A), and function of network 2, 3, 4, 5, 6, 8, 9, 10, 12, 13 and 15 were involved in lipid metabolism, respectively. A specific examination of the IPA molecular and cellular function revealed that 139 significantly different function annotations of the AF-specific targets relating to lipid metabolism were identified (Table S14A), and the top three biological functions were synthesis of lipid, concentration of lipid, fatty acid metabolism, respectively. Briefly, 142 molecules play a crucial role in synthesis of lipid, 110 in concentration of lipid as well as 103 in fatty acid metabolism. In addition, a total of 7 scored networks associated with AM-specific targets were detected. And network 2, having an IPA network score of 32 and 17 focus genes, presented function related to skeletal and muscular system development and function (Table S13B). Especially, 21 molecules were involved in development of muscle, 16 in muscle contraction and 16 in proliferation of muscle cells (Table S14B). Although the predicted targets were needed to be validated experimentally in the next experiments, these network and biological process analyses collectively illustrated some of the possible roles of the differential highly expressed miRNAs between AF and AM.

## Discussion

The cattle, a major source of meat-based protein, is an economically important livestock animal. Bovine muscle is a tissue of major economic importance for meat production. Recently, special attention has been paid to double-muscled cattle, and their muscles contain twice the number of fibers [24]. But their meat is less tasty due to the lower fat content. Thus in some countries, the production of fat animals is favored to ensure the production of marbled beef, which is rich in fat and has a high economic value [25]. Marbling has been shown to play an important role in the eating quality and composition of meat [26]. To better understand the biological mechanisms between AF and AM that may improve fat content in beef animals, the adult Chinese Qinchuan bovine AF and AM tissues were thus collected and two pooled miRNA libraries were constructed for Next-generation sequencing (NGS).

Of the mappable sequences, the majority of the small RNAs were 21∼24 nt in size, which coincided with the known specificity for Dicer processing and the features of mature miRNAs [27]. In the present study, the 22 nt sequences in AF and AM were the dominant small RNAs. This was in agreement with Chen et al., who reported that 21∼23 nt sequences was significantly greater than others, and almost half of the sequences in the backfat of Large White and Meishan pigs were canonical 22 nt miRNA [28]. However, our findings were not consistent with the previous studies on bovine testis and ovaries [29] and even of those in maize [30]. The differences observed between our study and previous studies may have been due to different experimental approaches (NGS vs random cloning), different species (cattle vs maize), and/or different tissues (AF and AM tissues vs testis and ovary tissues).

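By normalized expression in the AF library, bta-miR-199a-3p reached 18319 reads per 1000000 clean reads, bta-miR-154c 8433, bta-miR-320a 6066 and bta-miR-432 2186 (1 pooled library, no replicates). The 95% Wilson intervals of their shares do not overlap, so this order is resolved by the reads counted. In AM the values were 528, 118, 430 and 18.0 reads per 1000000, where bta-miR-320a lay above bta-miR-154c. Among all miRNAs these 4 ranked 5, 7, 9 and 17 in AF and 19, 38, 22 and 79 in AM. The order by log2(AF/AM) was different, with bta-miR-432 first (6.92), then bta-miR-154c (6.16), bta-miR-199a-3p (5.12) and bta-miR-320a (3.82). Scaling by the total miRNA count gave the highest values, from 4.67 for bta-miR-320a to 7.77 for bta-miR-432.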

In our datasets, bta-miR-199a-3p showed the highly abundance followed by bta-miR-154c, bta-miR-320a and bta-miR-432 in AF library compared to AM library, respectively. Bta-miR-199a-3p was firstly cloned from the bovine adipose tissue [31], and the putative hairpin precursor resides in chromosome 16 in the bovine genome. In the present study, bta-miR-199a-3p exhibited a 5.12-fold significant increase in AF tissue compared with AM tissue. 

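The counts of bta-miR-199a-3p were 260952 reads in AF and 7158 in AM, or 18319 and 528 reads per 1000000 clean reads. The log2(AF/AM) was 5.12 (sampling standard error 0.0173), which is a ratio of 34.7 on the linear scale (95% sampling interval 33.9 to 35.5; no replicates). The log10 of p by the exact Audic-Claverie test was -63694. With an assumed coefficient of variation of 0.4 between libraries, the adjusted p by edgeR's exact test with Benjamini-Hochberg adjustment was 2.2e-06. The scaling that moved the value most was the median-of-ratios size factors, with a log2(AF/AM) of 3.12, or a ratio of 8.68, whereas the total miRNA count gave 5.97, or a ratio of 62.5.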

And it has been widely studied due to its possible involvement in tumor progression. Our finding showed that a total of 2024 putative conserved targets were identified for the bta-miR-199a-3p. These target genes belonged to 1300 GO terms, including lipid metabolic process, lipid biosynthetic process and fatty acid metabolic process, etc. These results indicated that bta-miR-199a-3p may be involved in adipose tissue development in beef. Our finding was consistent with the previous finding in the human mesenchymal stromal cells (hMSCs) [32]. MiR-199a regulates the expression of fatty acid binding protein 4 (FABP4) during adipogenic for hMSC differentiation. Bta-miR-154c was determined in the reproductive organs of Holstein cattle, and it appeared to be bovine-specific [29]. We retrieved 1109 predicted targets of miR-154c, and loaded them onto the Blast2GO program. We were then able to identify 28 GO terms relating to lipid metabolism and adipogenesis. Bta-miR-320a comprised of 2 isoforms: miR-320a-1 located on bovine chromosome 8 from 70060384 to 70060465 and miR-320a-2 located on bovine chromosome 20 from 15213924 to 15214005 [33]. MiR-320a has also been shown to involve in the MAPK and Wnt pathways [34], which are related to energy metabolism through modulating lipid metabolism [35], [36]. Bta-miR-432 was initially identified by computer analysis of other animal sequences by Artzi and colleagues in 2008 [37]. Currently, function of miR-432 in adipose tissue development has not been determined. To gain further insights into the latter function of AF-enriched miRNAs, we performed IPA and identified several gene networks of their target sites that were highly enriched in lipid metabolism. In network 2, bta-miR-320a and -432 targeted adenosine monophosphate-activated protein kinase alpha 1 (PRKAA1) and bta-miR-199a-3p targeted PRKAA1/2, which are the master regulators in glucose and lipid metabolism [38]. This may be similar to the results between miR-33 and PRKAA1. Over-expression of miR-33 in hepatocytes down regulates expression of PRKAA1, decreasing β-oxidation of fatty acids and increasing triglyceride accumulation [39]. Additionally, bta-miR-320a and -432 targeted peroxisome proliferator-activated receptor-gamma (PPARG) in network 5, and bta-miR-320a targeted peroxisome proliferator-activated receptor-alpha (PPARA) in network 8, respectively. Recently, PPARG has been studied as transcription factor involved in adipocyte differentiation and the functional potential to improve intramuscular fat deposition [40], while PPARA has been shown to regulate obesity by both increasing hepatic fatty acid oxidation and decreasing the levels of circulating triglycerides responsible for adipose cell hypertrophy and hyperplasia [41]. Hence, we also can assess that these AF-enriched miRNAs are likely to play roles in the development of bovine backfat tissues.

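In the AM library bta-miR-1, bta-miR-133a, bta-miR-206 and bta-miR-378 had 722780, 1396, 58172 and 1835 reads per 1000000 clean reads, against 6252, 8.92, 2014 and 155 in the AF library (1 pooled library per tissue, no replicates). The log2(AF/AM) was -6.85, -7.29, -4.85 and -3.56, with sampling standard errors of 0.00486, 0.128, 0.00867 and 0.0320. Of the related names, bta-miR-133b (4149 reads in AM and 30 in AF) and bta-miR-378c (1690 and 52) moved the same way. In contrast, bta-miR-378b had 6 reads in AM and 71 in AF, and was left out of the comparison by the read minimum. Reads of close relatives could be shared between names. The smallest difference under any scaling was that of bta-miR-378 with the total miRNA count, a log2(AF/AM) of -2.72, and the largest that of bta-miR-133a with median-of-ratios size factors, -9.29. From the higher expression in muscle the paper infers a role for these 4 miRNAs in that tissue.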

In this paper, the expression levels of the bta-miR-1, -133a, -206 and -378 in the muscle were higher than the backfat, which indicated a role for these miRNAs in the muscle. Previous studies have shown that miR-1, miR-133, and miR-206 can target multiple muscle development related genes. Specifically, miR-1 promotes myogenesis by targeting HDAC4, a transcriptional repressor of muscle gene expression. In contrast, miR-133 enhances myoblast proliferation by repressing SRF [42]. Also, miR-1 and miR-206 regulate Pax7 directly. Inhibition of these two substantially enhances satellite cell proliferation and increases Pax7 protein levels *in vivo* [43]. The consistent expression pattern and high conservation indicated that bta-miR-378 was also likely to play the similar roles in the development of bovine muscle tissues. Additionally, recent results indicated that microRNA-378 can regulate nephronectin expression modulating osteoblast differentiation by targeting GalNT-7 [44]. Our data showed that a total of 1709 target sites of bta-miR-378 belonged to 1709 GO terms, and 61 target genes relating to skeletal and muscular system development and function were annotated within 27 GO terms. To better understand the functions of the bta-miR-378 target sites, IPA analysis was performed and several gene networks were identified. In network 2, bta-miR-378 targeted cysteine and glycine-rich protein 3 (CSRP3). CSRP3 (coding for CRP3) is expressed only in striated muscle and its expression coincides with myogenic differentiation [45]. The nuclear CRP3 serves as a cofactor for the myogenic basic helix-loop-helix (bHLH) proteins (MyoD, MRF4, and myogenin), by promoting their interaction with the E-Box elements in the regulatory region of most muscle specific genes [46]. Therefore, we hypothesized that bta-miR-378 may contribute to muscle development and differentiation by targeting *CSRP3* gene in beef cattle and that bta-miR-378 could be a target for cattle breeding programs.

## Conclusions

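In the deposited counts, 412 names of known miRNAs had at least 1 read in the backfat library and 334 in the muscle library, of 755 listed (no replicates). With at least 3 reads the numbers were 326 and 240. The number of reads left beside bta-miR-1 differed between the libraries, with 6769405 in AF and 1956972 in AM. Rarefied to the same total miRNA count without bta-miR-1, the expected number of names was 344.1 in AF and the number in AM was 333. With the let-7 names also left out, a setting added after the data were seen, they were 397.1 and 325. In the first setting the let-7 names held most of the AF reads, and in the second bta-miR-206 held most of the AM reads. Neither setting made the depth for the remaining names equal, so they cannot decide whether depth accounts for the difference in detected names.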

We have identified 412 known and 22 novel miRNAs in backfat, and 334 known and 10 novel miRNAs in longissimus thoracis in Chinese Qinchuan beef cattle using deep sequencing technology. This study expands the repertoire of bovine miRNAs and could initiate further study in the fat and muscle development of beef cattle. In addition, bta-miR-199a-3p, -154c, -320a and -432 in backfat tissue, as well as bta-miR-1, -133a, -206, and -378 in muscle tissue, were significantly highly expressed, suggesting that they were likely to play roles in the development of bovine fat and/or muscle tissues and could be potential molecular markers for bovine genetics and breeding. Putative targets for these tissues-enriched miRNAs were predicted and 370 AF-specific and 61 AM-specific target genes were identified using the Blast2GO program. The relationship between target genes and these tissues-enriched miRNAs may be a novel pattern and could serve as a new biomarker for cattle breeding programs.

## Supporting Information

Table S1 Stem-loop RT-PCR Primer.
(XLS) Click here for additional data file.

Table S2 Summary of small RNA sequencing date in backfat (A) and longissimus dorsi (B) libraries.
(XLSX) Click here for additional data file.

Table S3 Distribution of the genome-mapped sequence reads in AF (A) and AM (B) small RNA libraries.
(XLSX) Click here for additional data file.

Table S4 The known miRNAs expression profiles between two libraries.
(XLSX) Click here for additional data file.

Table S5 **A** Novel miRNAs identified in this study. **B** The novel miRNAs expression profiles between two libraries.
(XLSX) Click here for additional data file.

Table S6 Predicted targets for bta-miR-154c.
(XLS) Click here for additional data file.

Table S7 Predicted targets for bta-miR-199a-3p.
(XLSX) Click here for additional data file.

Table S8 Predicted targets for bta-miR-320a.
(XLSX) Click here for additional data file.

Table S9 Predicted targets for bta-miR-432.
(XLSX) Click here for additional data file.

Table S10 Predicted targets for bta-miR-378.
(XLSX) Click here for additional data file.

Table S11 GO term distribution. Standard configuration of the Blast2GO web application (http://www.blast2go.de) was applied to generate level 2 graphs for GO-term distributions to the biological process.
(DOC) Click here for additional data file.

Table S12 Description of the tissue-specific target genes.
(XLS) Click here for additional data file.

Table S13 Ingenuity path analysis (IPA) gene network of tissue-specific target sites.
(XLSX) Click here for additional data file.

Table S14 Description of the molecular and cellular biological functions significantly modulated within the tissue-specific genes.
(XLSX) Click here for additional data file.

# Supplementary material for: Comparative Transcriptome Analysis Reveals Significant Differences in MicroRNA Expression and Their Target Genes between Adipose and Muscular Tissues in Cattle
**Source:** PLoS One. 2014 Jul 9;9(7):e102142. doi: 10.1371/journal.pone.0102142
**Supplement:** Table S11 — GO term distribution. Standard configuration of the Blast2GO web application (http://www.blast2go.de) was applied to generate level 2 graphs for GO-term distributions to the biological process.

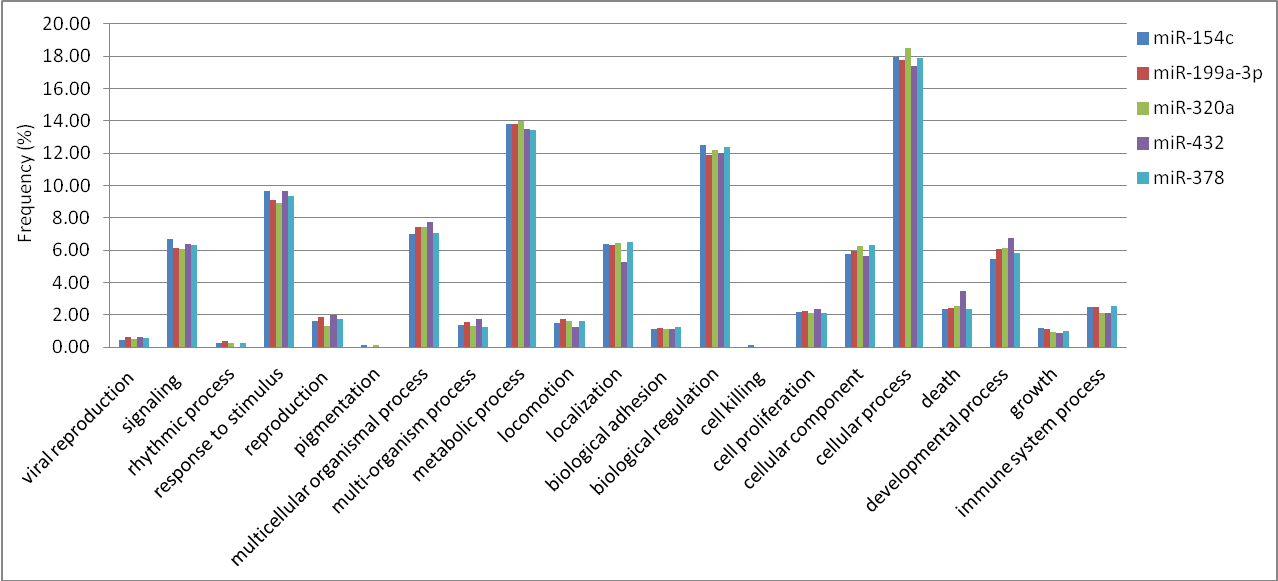

**Table S11** GO term distribution. Standard configuration of the Blast2GO web application ([http://www.blast2go.de](http://www.blast2go.de/)) was applied to generate level 2 graphs for GO-term distributions to the biological process.

How the deposited data were processed for this re-analysis (not part of the article)

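Small RNAs were sequenced from adult Qinchuan cattle backfat (AF) and longissimus muscle (AM), with RNA of 5 animals pooled into 1 library per tissue, and from fetal backfat (FF) at day 200 of a gestation of 280 days, a library that the paper does not report. The number of animals behind FF was not found in the materials read. The authors removed adaptors and reads under 18 nt, mapped the clean reads to the bovine genome with SOAP, sorted out reads from coding genes, repeats and other RNA classes (Rfam 10.1) and matched the remaining reads to bovine miRNAs and precursors of miRBase (release 19). For each library the authors deposited the read count of each of 755 miRNA names, without normalization. The reads, their lengths and the predicted miRNAs are not in the files analysed here.

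The counts sum to 6858465 in AF, 11756548 in AM and 8262566 in FF. Clean reads, 14244946 in AF and 13558164 in AM, were read from the paper's Table S2. Normalized expression was the count per 1000000 clean reads, as in the methods. For FF no total of clean reads was found, so comparisons with FF used the total miRNA count of each library. A share of reads is given with its 95% Wilson interval, and 3 reads were taken as the smallest count that shows a miRNA. The standard error of a log2 ratio was computed from the read counts alone. With 1 library per tissue no spread between animals can be estimated, so edgeR's quasi-likelihood test could not be fitted, and no difference has a replicate check. The exact Audic-Claverie test was used in its place, with clean reads as library totals. The paper's methods give a p-value formula without naming the test. The 2-sided p was 2 times the probability of a count as low as in the library lower in normalized expression, given the other count. On the 173 rows of Table S4, all 108 p-values above 0 were matched within 0.1% of their log10. The test covered names with at least 10 reads in both libraries, and enriched miRNAs had an unadjusted p under 0.05 and an absolute log2 ratio over 1, as the marks in Table S4. The script was tested on simulated data, with Poisson counts around the AF values and 200 miRNAs changed 4-fold. It recovered 106 of the 107 changed miRNAs that had at least 10 reads in both simulated libraries. None of 139 unchanged miRNAs was called enriched. The simulation had no variation between animals, and no miRNA filled most of 1 library as bta-miR-1 does in AM. It therefore tested the calculation only, not these sources of error.

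The alternatives in scaling were the total miRNA count, that total without bta-miR-1, TMM factors (edgeR 4.0.16) and median-of-ratios size factors (DESeq2 1.42.0). Alternatives in testing were Fisher's exact test and the Audic-Claverie test with Benjamini-Hochberg adjustment, and a p under 0.01. A further alternative was edgeR's exact test with an assumed coefficient of variation of 0.1 or 0.4. That value was applied between libraries, and AF and AM are pools, so it is not the variation between single animals. Other alternatives were different read minimums, an absolute log2 ratio over 2, counts summed over miRNA families, a pseudocount of 1 read and rarefaction for the numbers detected. TMM and size factors were computed from the names with at least 10 reads in both libraries. The scripts ran in R 4.3.3 and Python 3.11.15 with scipy 1.17.1. The miRNAs named in the text were chosen by a rule set before the processed files arrived: the 8 miRNAs whose reads the paper states, the 5 most abundant of each library, the 5 largest log2 ratios in each direction among enriched miRNAs of AF against AM and of FF against AF, members of marker lists for muscle, erythroid cells, the DLK1-DIO3 cluster and the miR-424 cluster with at least 10 reads, and miRNAs of the paper's introduction. Genome positions are not given, since no genome was at hand. The target predictions are not in the deposited counts and were left out. The RT-qPCR values are not in these counts either, and were only read by eye from Fig. 5 for comparison with the sequencing ratios.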

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

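The fetal backfat library FF was flagged because the paper does not report on it. It had 432 known miRNAs with at least 1 read among 8262566 miRNA reads, of which 338 had at least 3 reads, the smallest count taken to show a miRNA. Against AF, with both scaled by their total miRNA counts, 56 miRNAs were FF-enriched and 67 were AF-enriched among 230 with at least 10 reads in both libraries (exact Audic-Claverie test; 1 library each). The largest differences in favour of FF were those of bta-miR-29a with a log2(FF/AF) of 4.48, bta-miR-29b with 4.17, bta-miR-29c with 3.86, bta-miR-27a-3p with 3.23 and bta-miR-204 with 2.94. In favour of AF they were those of bta-miR-424-5p with -6.64, bta-miR-503-5p with -5.74, bta-miR-335 with -4.74, bta-miR-432 with -4.67 and bta-miR-433 with -4.44. The bta-miR-29 names are close relatives whose reads could be shared. A few miRNAs taking most of the counts is no strong explanation for this contrast, since the let-7 names held similar shares of the miRNA reads, 86.0% in FF and 82.4% in AF, and TMM left 63 miRNAs enriched on each side. Variation between animals cannot be set aside. With an assumed coefficient of variation of 0.4 between libraries, the numbers fell to 12 FF-enriched and 41 AF-enriched. Age is the difference that the design gives, but with 1 library for each age it cannot be told apart from the animals, the dissection or the sequencing run, for none of which the files give information.

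A further 3 miRNAs were flagged because backfat differed from adult muscle in opposite directions at the 2 ages, with both comparisons scaled by total miRNA counts. The difference between the ages was not tested, as there is 1 library per group. bta-miR-29a had a log2(FF/AM) of 2.58 and a log2(AF/AM) of -1.91, bta-miR-29b 2.91 and -1.26, and bta-miR-27b 1.55 and -1.24. A candidate explanation is that a few miRNAs take most of the AM counts and so raise every FF/AM ratio. Its prediction, written after the ratios were seen, was that no miRNA would keep opposite directions past a log2 ratio of 1 with median-of-ratios size factors in both comparisons. The number that did was 0 of 3: the log2(FF/AM) became -0.237 for bta-miR-29a, 0.0995 for bta-miR-29b and -1.26 for bta-miR-27b. The log2(AF/AM) became -4.75, -4.11 and -4.09 in that order, so bta-miR-29b kept opposite signs, though its log2(FF/AM) was under 1. A scaling moves all log2 ratios of a comparison by the same amount. The test therefore shows only that the position of FF relative to AM depends on the scaling. It cannot decide whether the scaling produced the opposite directions. The difference between FF and AF itself does not involve AM.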

How the results depend on the processing

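The alternatives for AF and AM were chosen before the processed files arrived, except the rarefaction without bta-miR-1 and let-7, added after the data were seen. The choice of scaling changed the balance between the tissues, and the read minimum changed how many names were counted. The log2(AF/AM) of the 8 miRNAs with reads in the text kept its direction and stayed past both thresholds in all 40 alternative values. The enriched counts stayed within 1.5 times under every other test and under the stricter ratio threshold and family sums.

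Scaling by the total miRNA count without bta-miR-1 gave 77 miRNAs higher in AM, 48 AF-enriched and 49 AM-enriched. TMM gave 73 higher in AM, 55 AF-enriched and 46 AM-enriched. Median-of-ratios size factors gave 89 higher in each tissue, 41 AF-enriched and 56 AM-enriched. These settings do not count the AM reads of bta-miR-1, or give them little weight, so the other AM miRNAs rise relative to AF; the equal split of 89 follows from setting the median log2 ratio to 0. The same settings reversed miRNAs with a small excess in AF. For bta-miR-140 the log2(AF/AM) became -0.156, -0.0300 and -0.436 in that order, for bta-miR-143 -0.594, -0.468 and -0.873, and for bta-miR-181a -0.181, -0.0548 and -0.460, while bta-miR-181c and bta-miR-181d reversed only with size factors, to -0.0377 and -0.00294. Of 235 alternative values of the 47 named miRNAs, 19 others kept their direction but lost a threshold.

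Read minimums changed how many names were compared. At least 10 reads in at least 1 library gave 231 higher in AF and 208 AF-enriched. At least 100 reads in both gave 77 higher in AF, 17 higher in AM, 64 AF-enriched and 13 AM-enriched among 94 names. No filter gave 338 higher in AF, 106 higher in AM and 226 AF-enriched. A minimum of 10 reads left 268, 188 and 255 detected names in AF, AM and FF.

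For FF against AF, at least 100 reads in both gave 33 FF-enriched and 34 AF-enriched miRNAs, no filter gave 108 AF-enriched, and an absolute log2 ratio over 2 left 17 FF-enriched. An assumed coefficient of variation of 0.4 left 12 and 41. Settings for single miRNAs in FF were added after the data were seen. Among these the log2(FF/AM) reversed for bta-miR-27b, to -1.27 with TMM and -1.26 with size factors, and for bta-miR-29a, to -0.245 and -0.237. The replicate block was not run because each tissue has 1 library.

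The depth limits miRNAs with few reads: 54 names in AF, 59 in AM and 58 in FF rest on a single read.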

Differences from the paper's values

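The paper's text gives a 5.12-fold increase of bta-miR-199a-3p in AF, while the ratio of normalized expression computed from the deposited counts was 34.7. The value 5.12 is equal to the log2(AF/AM) of 5.1168. None of the alternatives set before the files arrived closed the gap on the linear scale: the ratio was 62.5 with the total miRNA count, 10.5 without bta-miR-1, 11.5 with TMM and 8.68 with median-of-ratios size factors.

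The paper's RT-qPCR measured fat and muscle relative to a reference gene, with error bars whose kind the paper does not state. Its values for fat, relative to muscle, are compared here with the AF/AM ratio of the sequencing. For bta-miR-199 the paper's value was about 8.8 in Fig. 5, read by eye, and the sequencing ratio of bta-miR-199a-3p was 34.7; without bta-miR-1 in the total (10.5), with TMM (11.5) and with size factors (8.68) the values no longer differed by more than 1.5 times, and with the total miRNA count (62.5) they did. For bta-miR-154 it was about 26 in Fig. 5, read by eye, against 71.4 for bta-miR-154c; the total without bta-miR-1 (21.7), TMM (23.7) and size factors (17.9) closed the gap and the total miRNA count (129) did not. For bta-miR-320 it was about 2.5 in Fig. 5, read by eye, against 14.1 for bta-miR-320a; only size factors (3.53) closed the gap, while the total miRNA count (25.4), the total without bta-miR-1 (4.28) and TMM (4.67) did not. For bta-miR-432 it was about 4.0 in Fig. 5, read by eye, against 121, and no alternative closed the gap, the nearest being size factors with 30.4. For bta-miR-378 the paper's value was about 0.15 in Fig. 5, read by eye, against a sequencing ratio of 0.0845. These lay more than 1.5 times apart but differed by no more than the error bar. The total miRNA count gave a ratio close to the paper's value (0.152). The total without bta-miR-1 (0.0257), TMM (0.0280) and size factors (0.0211) gave ratios that differed from it by more than the error bar.

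The methods of the paper define the fold change as AF over AM on the log2 scale, and Table S4 holds AM over AF. The direction of each miRNA was the same once the sign was turned.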

Other observations

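More miRNAs were AF-enriched (122) than AM-enriched (26) when scaled by clean reads. A candidate technical explanation is a few miRNAs taking most of the counts, above all bta-miR-1. The prediction for median-of-ratios size factors was written after the ratios of Table S4 had been seen, and the prediction for the total without bta-miR-1 after its numbers were known. Scaled by the total miRNA count without bta-miR-1, the number of AF-enriched over AM-enriched miRNAs was 0.980 (48 and 49). With median-of-ratios size factors it was 0.732 (41 and 56), although this scaling sets the median log2 ratio to 0 and so brings the numbers together by design. The surplus in AF may therefore reflect the share of bta-miR-1 in AM. Without a spike-in of known amount the counts cannot tell whether the other miRNAs are fewer per cell in muscle or only a smaller share of the reads. The direction of the 8 miRNAs in the paper's text does not depend on this choice.

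The depth left after bta-miR-1 was tested as a reason for the larger number of names detected in AF. The prediction, written before the test was run, was that AF and AM would be within 5% of each other at the same number of reads beside bta-miR-1. AF then had 3.34% more names than AM (344.1 expected against 333), compared with 412 against 334 at full depth. That test left the let-7 reads in, which make up 82.4% of the AF counts and 7.97% of the AM counts, so AF kept fewer reads than AM for all other miRNAs. With bta-miR-1 and the let-7 names both left out, a setting added after the data were seen, AF at the 1020536 reads of AM had 22.2% more names than AM (397.1 expected against 325; prediction of at most 5%, written after the counts were known). That second test left bta-miR-206 in, with 788710 reads in AM and 28690 in AF at full depth. The other known miRNAs had 231826 reads in AM and 1087510 in AF, so AF now kept more reads for them. The result depends on which miRNAs are left out. Since neither test made the depth for the remaining names equal, they cannot decide whether depth accounts for the difference in detected names. Differences between the pools in RNA or library preparation were not tested.

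miRNAs of the DLK1-DIO3 cluster, an imprinted group of miRNA genes, taken from a list written before the processed files arrived, stood together at the AF end of the comparison. All 16 with at least 10 reads in AF and AM were higher in AF, with log2(AF/AM) from 3.50 to 6.93 and a median of 5.39, against 1.81 for the other names. bta-miR-154c and bta-miR-432 belong to this list. In 100000 random draws of 16 names none had as high a median (p = 1e-05, the smallest that the permutation test can give; adjusted p = 4e-05 over 4 tests; prediction written after the AF and AM ratios were seen). All 3 compared miRNAs of the miR-424 cluster were also higher in AF, with a median of 7.82 (permutation test, p = 5.7e-04, adjusted p = 0.0011). The ranking within the libraries does not depend on the scaling, but members of a cluster are transcribed together, so they are not independent.

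It was predicted, before FF was examined, that fetal-stage expression of the clusters would make them higher in FF than in AF. The data showed the opposite. None of 30 DLK1-DIO3 miRNAs was higher in FF, with a median log2(FF/AF) of -3.49 against 0.217 for the other names (permutation test for higher values in FF, p = 1), and none of 5 miR-424 miRNAs, with a median of -4.39 (p = 1). Both clusters were therefore highest in the adult backfat pool of the 3 libraries. This may be a property of adult backfat, or of the 5 animals or the RNA of that pool, and with 1 library per group these cannot be told apart. Sequencing batches and sequence-dependent losses in library preparation were not tested, as the files hold no information on them.

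Muscle miRNAs were counted in both backfat libraries. In AF, bta-miR-1, bta-miR-133a and bta-miR-133b stood at 0.865%, 0.639% and 0.688% of their AM level, bta-miR-206 at 3.46% and bta-miR-499 at 37.7%. If RNA from muscle in the backfat library were the only source, all would stand at the same percentage. The highest was 59.1 times the lowest (prediction of at most 2 times, written after the AF and AM counts were seen). In FF the percentages, on total miRNA counts, were 1.15%, 0.842% and 1.17%, then 1.92% and 94.0%, a spread of 111.7 times (prediction written before FF was examined). In both libraries the highest was bta-miR-499, with 504 reads in AF, 840 in FF and 1271 in AM. The other percentages ranged from 0.639% to 3.46% in AF and from 0.842% to 1.92% in FF. Muscle RNA alone thus does not account for the whole list, but in FF this rests largely on bta-miR-499. The similar percentages of bta-miR-1, bta-miR-133a and bta-miR-133b were noticed afterwards and could still come from a small amount of muscle RNA or of reads passed between libraries. At the percentage of bta-miR-133a, 65755 of the 89060 bta-miR-1 reads in AF would be of that origin, but 5292 of the 28690 bta-miR-206 reads.

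Of the miRNAs that the introduction of the paper relates to muscle or fat, bta-miR-486 (459 reads in AF and 7971 in AM) and bta-miR-27b (538 and 2185) were lower in AF, with log2(AF/AM) of -4.19 and -2.09, and bta-miR-143 (11037 and 4815) and bta-miR-181a (7258 and 2378) were higher, with 1.13 and 1.54. The direction of the latter pair reversed with median-of-ratios size factors, to -0.873 and -0.460.

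Of the 27 predicted miRNAs in the paper's Table S5A, 9, at 14 of the 39 loci, had mature sequences joined by steps of at most 4 edits (on either strand), for example AAAAGTTCGTTTCGGTTTTT and AAAAGTTCGTTCGGGTTTTTT. Chance similarity of short sequences was tested by shuffling the bases of each sequence: 0 of 100 shuffles gave a group as large, and the largest group had 2 members (prediction written after the table was seen). A candidate explanation is that they come from copies of 1 repeat, which was not tested, since no genome or repeat annotation was at hand. By the paper's Table S5B, the group held 1013 of the 1951 AF reads and 82 of the 688 AM reads of all predicted miRNAs.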
